A study of Mus musculus with 12 samples. Its data were reported in "Macrophages and nociceptor neurons form a sentinel unit around fenestrated capillaries to defend the synovium from circulating immune challenge" (2024).

How the data were processed

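Synovium dissected from adult wild-type mice was kept ex vivo for 4 h with 100 nM CGRP, the sensory neuropeptide calcitonin gene-related peptide, or without it, and 2 kinds of MHC class II-positive macrophages were then sorted for bulk RNA sequencing. The IAIE subset lacks CD11c and the CD11c subset carries it. Both names come from the sample titles, which call the control libraries Healthy. That the controls were kept for 4 h with vehicle is stated in the study's methods. Each of the 4 combinations of subset and treatment had 3 libraries, 12 in all.

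According to the study's methods, the authors trimmed the reads, aligned them to the mouse genome mm10 with HISAT2 and counted them per gene symbol with featureCounts. Versions, the annotation and the strand setting of the counting are not stated. The deposited values are raw read counts per gene, not normalised, for 26699 gene symbols. The combined table of the series repeats the counts of the 12 libraries exactly, and its 6 further columns were not used here because no label maps them to a sample. Library totals ranged from 2127191 to 5649698 counts, so that 3 counts, taken as the floor of detection, correspond to between 0.534 and 1.34 CPM, the counts scaled to library size. Libraries were amplified by PCR without molecular identifiers in the counts, so floors cover counting error only.

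From these counts, genes were kept with edgeR's filterByExpr by group (minimum count 10, minimum total 15), which left 11927 genes. Library sizes were scaled by TMM. All 12 libraries entered a single edgeR (version 4.0.16, R 4.3.3) quasi-likelihood fit with a mean per group, and 5 contrasts were tested: CGRP against control in each subset, the subset-by-CGRP interaction, and CD11c against IAIE cells among control and among CGRP libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 are counted as past the threshold. Adjusted p-values of genes are from this edgeR fit unless another tool is named. CPM values are scaled by TMM and given as mean ± SD over 3 libraries, and log2 fold changes as estimate ± SE. Where every library of a group lay at or under 3 counts, the fold is given as a bound computed against that floor. The interaction is the CGRP effect in the CD11c subset minus that in the IAIE subset, on the log2 scale.

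Gene sets were tested with limma's camera (limma 3.58.1) at a preset correlation between genes of 0.01, two-sided, adjusted over the 24 sets tested, with fry and with camera at an estimated correlation beside it. The collagen set holds each tested gene whose symbol is Col, digits, a, digits (23 of 44). The other 25 lists cover the cAMP response, the extracellular matrix (ECM) genes and the receptor and chemokine genes that the study picked, the CGRP receptor, the cell cycle, the interferon, early stress and NF-kB responses, MHC class II, macrophage identity, lining macrophages, dendritic cells, fibroblasts, chondrocytes, osteoblasts, endothelial, mural, muscle, fat, mast, B and T cells, neutrophils, erythroid cells and sex-linked genes. Osteoblast and T cell lists had 1 tested gene each and could not be tested. A list of 37 hypoxia-responsive and glycolysis genes was written after the results were seen, and so was the rule that left out 4 of the stromal markers.

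The groups, the main tests, the 25 lists, the collagen set, the other fits to be tried and the rule for naming genes were fixed before the data were examined. Under that rule the text names the sort markers and the genes the study singled out, whatever their values. It also names up to 5 genes each way with the largest change past the threshold for each CGRP contrast and for the subsets in control libraries (mean of at least 5 CPM, no overlap between groups, predicted genes left out), and the 3 genes each way with the smallest interaction p. A gene that the rule picks is not reported here. Genes named outside it are said to have been chosen after their values were seen.

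The other fits were RLE and upper-quartile scaling, every gene with at least 1 count, genes with at least 10 counts in every library, the replicate number as a block, treatment and replicate number together as an explant block, 1 surrogate variable (sva 3.50.0), the compared libraries alone, DESeq2 (1.42.0), limma-voom with quality weights, a looser adjusted p of 0.1, a minimum log2 change of 1, and leaving out each library in turn. Thinning to the lowest library total and offsets for GC content and transcript length (values for 97.7% of tested genes) were chosen after seeing the data.

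Labels do not say whether replicate numbers mark shared explants. Deviations from the group means, over 6070 genes, correlated between same-numbered CGRP libraries of the 2 subsets at 0.309, 0.112 and 0.155, each over 0.1, so the numbers were taken to pair those libraries. In the other comparisons not every number gave such a correlation. No sequencing batch or date is given in the labels.

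The tests were checked on simulated counts drawn from the libraries' own means and sizes, with 200 genes changed. In the IAIE contrast, among 11415 genes, edgeR recovered 50% of 100 changes of log2 size 1 and 93% of 100 of size 2, with 8 false calls among 151. For the same contrast DESeq2, which kept 11464 genes, recovered 57% and 96%, and limma-voom 49% and 83%, with 13 false calls among 166 and 6 among 138. In the CD11c contrast false calls were 24 among 179 in DESeq2, against 4 among 137 in limma-voom. Of 100 unchanged random sets of 23 genes, camera called 2 and fry 7 at an unadjusted p under 0.05. The simulated genes varied independently, so this does not check either test on sets whose genes vary together.

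Gene positions are from the GENCODE vM21 annotation of GRCm38, the assembly also called mm10. Sharing between genes is the share of a gene's 31-base transcript words found in another gene. *Irag2* has no entry under that symbol.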

Results

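RNA was sequenced from macrophages sorted out of mouse synovial explants after 4 h with 100 nM CGRP or without it. The control libraries held 3169953, 3310825 and 2127191 counts in the IAIE subset (replicates 1 to 3) and 2455650, 4127178 and 4465508 in the CD11c subset. The CGRP libraries held 4009081, 4506849 and 5364559 in the IAIE subset and 5328778, 4329993 and 5649698 in the CD11c subset. CGRP libraries were deeper on average, although some CD11c control libraries were deeper than some CGRP libraries. Mitochondrial ribosomal RNA took between 7.12% and 11.7% of the counts. Spearman's rho between replicates, across genes, lay between 0.935 and 0.968, and the spread between replicates corresponded to a biological coefficient of variation of 0.256. The first principal component (29.7% of the variance) separated the subsets, and the second (18.7%) separated CGRP from control libraries.

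**Figure D1:**
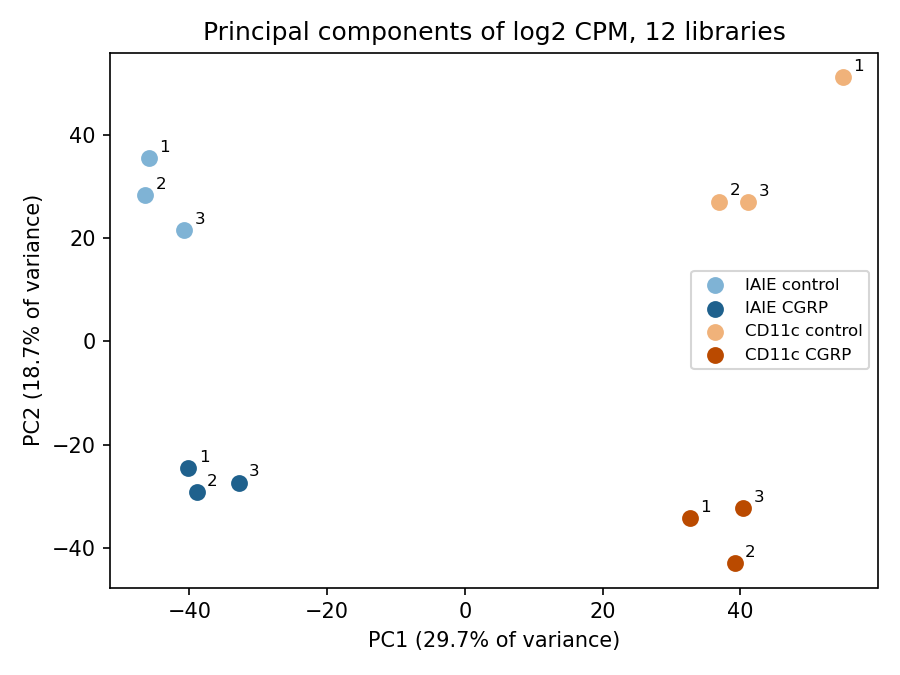
First and second principal components of log2 CPM for the 12 libraries, coloured by group and numbered by replicate. The 6 CD11c libraries lie to the right of the 6 IAIE libraries, and the CGRP libraries lie below the control libraries.

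The sort markers were examined first. *Itgax*, which encodes CD11c (chromosome 7, 128129547 to 128150657), stood at 237 ± 29.0 CPM in CD11c and 6.19 ± 4.76 CPM in IAIE control libraries, a log2 difference of 5.33 ± 0.40 (edgeR adjusted p 2.99e-08). It shares 12.7% of its transcript words with *Itgad*, so its counts carry some uncertainty. *H2-Ab1*, an MHC class II gene, was at 3896 ± 387 CPM in IAIE and 10590 ± 886 CPM in CD11c control libraries (log2 difference 1.44 ± 0.12, edgeR adjusted p 5.27e-08). Both markers were lower with CGRP. *H2-Ab1* fell in IAIE (-0.74 ± 0.11, edgeR adjusted p 3.16e-04) and CD11c cells (-0.66 ± 0.11, edgeR adjusted p 5.74e-04). *Itgax* fell to 116 ± 7.33 CPM in CD11c cells (-1.03 ± 0.30, edgeR adjusted p 0.0288). Its fall did not pass with 1 surrogate variable (adjusted p 0.150) or in DESeq2 (adjusted p 0.353). Nor did *Itgax* pass in 6 of the 12 fits that left out a library. These were all the fits without a CD11c library (adjusted p from 0.0513 to 0.102), so the call needed each library of its contrast. In IAIE cells its change did not pass (-0.14 ± 0.50, edgeR adjusted p 0.914) and its sign depended on the fit.

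Which cells carry the CGRP receptor was the next question. *Ramp1* (chromosome 1, 91179822 to 91225196) was at 6.62 ± 1.49 CPM in IAIE and 23.6 ± 7.82 CPM in CD11c control libraries, a log2 difference of 1.81 ± 0.41 (edgeR adjusted p 0.00319). With CGRP it fell to 6.27 ± 2.89 CPM in the CD11c subset (log2 fold change -1.89 ± 0.39, edgeR adjusted p 0.00307). In the IAIE subset it was at 2.86 ± 0.764 CPM with CGRP, a difference that did not pass the threshold (-1.21 ± 0.44, edgeR adjusted p 0.103), and the interaction did not either (-0.68 ± 0.60, edgeR adjusted p 0.831). *Calcrl* (chromosome 2, 84330626 to 84425411) was at 34.0 ± 9.76 CPM in IAIE and 41.8 ± 8.63 CPM in CD11c control libraries. Its CGRP effects were within the spread between replicates (-0.21 ± 0.23 and -0.01 ± 0.22), and their sign changed between fits. *Ramp3*, chosen after its values were seen, was at 16.2 ± 2.03 CPM in IAIE and 194 ± 17.1 CPM in CD11c control libraries.

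The main question was which genes respond to CGRP in each subset. In the IAIE subset 1099 of 11927 genes passed the threshold, 635 higher and 464 lower with CGRP. Under upper-quartile scaling the split was 569 higher and 566 lower, so the excess of rising genes depends on the scaling. Over all tested genes, called or not, the groups did not overlap for 24.9%, against 10% by chance. Requiring a log2 change of at least 1 moved this count most, to 479. Without IAIE CGRP replicate 2 it was 722. The 5 rising genes with the largest changes were *Serpinb9b* (4.11 ± 0.61), *Arg1* (4.04 ± 0.81), *Nos2* (3.89 ± 0.66), *Ak4* (3.83 ± 0.48) and *Ccl22* (3.81 ± 0.48), with edgeR adjusted p-values from 3.31e-05 to 0.00271. *Arg1* rose from 43.7 ± 59.8 to 744 ± 568 CPM and *Nos2* from 2.51 ± 1.0 to 37.3 ± 9.20 CPM. *Ak4* shares 12.7% of its words with a pseudogene and *Serpinb9b* 5.2% with *Serpinb9*. Among falling genes the largest changes were in *Col6a3* (-5.32 ± 1.02), *Col6a1* (-3.78 ± 0.76), *Thbs4* (-3.69 ± 0.65), *Col5a2* (-3.17 ± 0.68) and *Lilra6* (-2.86 ± 0.66), with edgeR adjusted p-values up to 0.00775. *Col6a3* varied widely among control libraries (55.1 ± 75.8 CPM, against 1.39 ± 0.920 CPM with CGRP), and *Lilra6* shares 49.7% of its words with *Pirb*. *Serpinb9b*, *Nos2*, *Thbs4*, *Col6a1* and *Col6a3* no longer passed the threshold in limma-voom, nor did *Col5a2* (adjusted p 0.0547) and *Col6a3* (adjusted p 0.115) with 1 surrogate variable.

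In the CD11c subset 1298 genes passed the threshold, 750 higher and 548 lower, and the groups did not overlap for 29.2% of all tested genes, against 10% by chance. The split was 672 higher and 662 lower under upper-quartile scaling and turned to 654 higher and 781 lower with GC content and length offsets. Requiring a log2 change of at least 1 left 680. Rising genes with the largest fitted changes were at or under 3 counts in each control library, so that their folds are lower bounds. *Cilp* was at least 93-fold higher, *Col6a3* at least 73.6-fold, *Crispld2* at least 48.2-fold and *Lox* at least 15.2-fold. *Cilp* rested mostly on a pair of libraries (60.6, 176 and 2.31 CPM with CGRP). *Cilp*, *Col6a3* and *Crispld2* did not pass in limma-voom. The falling genes with the largest changes were *Selp* (-3.22 ± 0.55), *Slc17a8* (-3.09 ± 0.77), *Nup210* (-3.02 ± 0.35), *Irag2* (-2.41 ± 0.27) and *Bach2* (-2.35 ± 0.34), with edgeR adjusted p-values from 7.51e-06 to 0.0124. *Slc17a8* did not pass with 1 surrogate variable (adjusted p 0.0904) or without CD11c control replicate 1 (adjusted p 0.0823). Antisense or overlapping genes cover 14.1% of the exons of *Selp* and 5.4% of those of *Bach2*.

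Of the genes past the threshold and higher with CGRP, 388 were shared by the subsets, 247 were in the IAIE list alone and 362 in the CD11c list alone, where 39.9 shared genes were expected by chance (odds ratio 47.3, one-sided Fisher's exact test, log10 p -338). Lower in both were 229 genes (expected 21.3). The shared genes made up 38.9% of those higher in either subset and 29.3% of those lower in either. Genes past the threshold in the IAIE subset alone had the same sign in the other subset in 87.9% of cases, and those in the CD11c subset alone in 81.6%. Of the 1141 genes past the threshold in 1 subset only, 10 had an interaction past the threshold. Across 8789 genes with a mean of at least 5 CPM, the 2 CGRP effects correlated with a Pearson r of 0.477 and a Spearman rho of 0.525; genes are not independent replicates, and same-numbered CGRP libraries varied together.

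The interaction itself passed the threshold for 18 genes, 16 with a more positive effect in the CD11c subset. With the explant block, which removes the pairing of CGRP libraries, 52 genes passed, and 36 with the replicate number as a block. The count moved most with every gene of at least 1 count tested, to 171. Leaving out 1 library gave 6 genes without CD11c control replicate 3 or without IAIE CGRP replicate 2, 7 without CD11c control replicate 2 and 29 without CD11c CGRP replicate 2. The smallest p-values were those of *Thbs4*, *Col6a3* and *Col6a1*, which rose in CD11c and fell in IAIE cells. *Thbs4* (chromosome 13, 92751590 to 92794818) went from 9.37 ± 1.73 to 0.729 ± 0.518 CPM in the IAIE subset and from the floor to 32.7 ± 17.5 CPM in the CD11c subset, at least 38.2-fold higher there. In limma-voom the interactions of these 3 genes did not pass (adjusted p 0.0512 for *Thbs4*, 0.353 for *Col6a3* and 0.308 for *Col6a1*). In the other direction, *Slc6a6* fell in CD11c cells alone (interaction -1.12 ± 0.18, edgeR adjusted p 0.00897), from 673 ± 31.4 to 321 ± 41.0 CPM. *Serpinb9* rose from 5.92 ± 1.91 to 29.3 ± 6.48 CPM in IAIE cells (interaction -1.95 ± 0.34, edgeR adjusted p 0.0177); its interaction did not pass in limma-voom (adjusted p 0.239) or in 4 of the 12 fits that left out a library. *Cd209a* did not pass (-1.30 ± 0.27, edgeR adjusted p 0.0544), but did in DESeq2 (adjusted p 0.00226) and with the explant block (adjusted p 0.0282).

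The study singled out a set of rising receptor, chemokine and matrix genes, chosen on these same libraries, so the counts that follow are not independent evidence. Of 15 such genes 14 were tested. In the CD11c subset all 14 were higher and past the threshold, both over all genes and adjusted over the list alone. In the IAIE subset 8 were higher, all 8 past the threshold, and 11 passed in either direction, again the same count adjusted over the list alone. *Fcgr2b* (chromosome 1, 170958617 to 170976547) rose from 192 ± 22.3 to 446 ± 41.4 CPM in CD11c cells (1.21 ± 0.13, edgeR adjusted p 5.78e-06) and from 235 ± 19 to 335 ± 35.0 CPM in IAIE cells (0.51 ± 0.13, edgeR adjusted p 0.0164). Its interaction did not pass (0.70 ± 0.19, edgeR adjusted p 0.163), but did with the explant block (adjusted p 0.0489) and in DESeq2 (adjusted p 0.0373). Its rise in IAIE cells did not pass with 1 surrogate variable (adjusted p 0.0602) or in 2 of the 12 fits that left out a library. *Fcgr3* rose by 1.41 ± 0.14 and 0.68 ± 0.14 (interaction 0.73 ± 0.19, edgeR adjusted p 0.159; 0.0365 in DESeq2). *Fcgr3* shares 17.7% of its words with *Fcgr2b*, and *Fcgr2b* 9.8% with *Fcgr3*. *Tlr4* rose by 1.16 ± 0.19 in CD11c and 0.83 ± 0.19 in IAIE cells (interaction adjusted p 0.810, edgeR), the latter not with 1 surrogate variable (adjusted p 0.0504). *Il15*, *Ccl3*, *Cxcl5*, *Cxcl10* and *Fcgr1* rose in both subsets, the largest being *Cxcl5* (3.46 ± 0.42 and 3.59 ± 0.39). *Il15* did not pass in CD11c cells in limma-voom (adjusted p 0.0506). *Cxcl12* rose at least 3.28-fold in CD11c cells (edgeR adjusted p 0.0217) from a control group at the floor and did not pass in limma-voom (adjusted p 0.106) or with 1 surrogate variable (adjusted p 0.0645), nor in 4 of the 12 fits that left out a library. *Acan* had too few counts to be tested. Its CD11c libraries were at the floor without CGRP and at 11.9 ± 14.1 CPM with it.

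**Figure D2:**
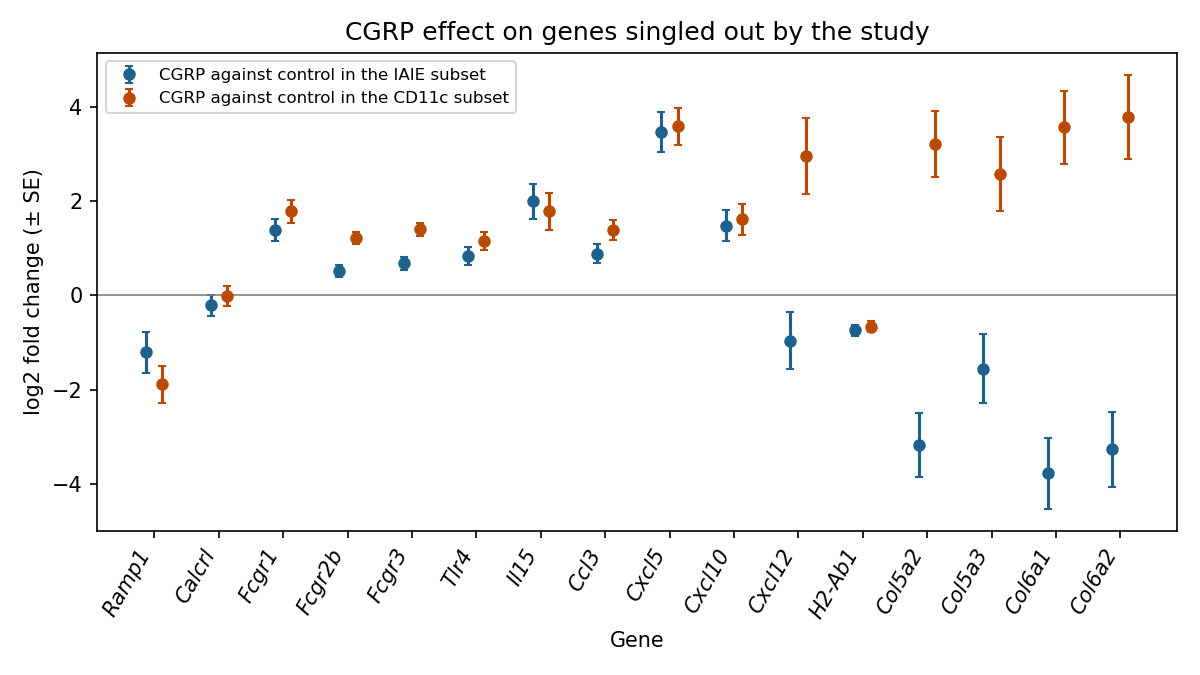
Log2 fold change with CGRP (points) and its standard error (bars) for genes singled out by the study, in the IAIE (blue) and CD11c (orange) subsets. *Cxcl5* lies near 3.5 in both subsets, while the collagen genes lie above 0 in CD11c and below 0 in IAIE cells.

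Collagen genes were examined as a set defined by symbol. With CGRP the 23 tested collagen genes fell in the IAIE subset (median log2 fold change -1.55, or -1.30 with genes at the floor set to their bound, camera p 1.24e-04) and rose in the CD11c subset (median 1.99 with or without such bounds, camera p 1.54e-06). The interaction was in the same sense for 21 of the 23 (median 3.86, camera p 8.77e-24). The medians moved when libraries were left out, to between -1.63 and -0.93 in IAIE cells, 1.24 and 2.35 in CD11c cells, and 2.81 and 4.47 for the interaction. The p-values were larger under fry (0.0122, 0.00188 and 7.75e-04) and with an estimated correlation (0.0417, 0.0231 and 3.45e-04). Adjusted over the 24 sets, the estimated correlation left the interaction past 0.05 (0.00345) but not the change within the IAIE (0.200) or CD11c subset (0.0923). Single collagen genes varied widely between replicates. *Col6a1* (chromosome 10, 76708792 to 76726168) was at 32.0 ± 30.2 CPM in IAIE control, 2.25 ± 0.340 in IAIE CGRP, 1.84 ± 1.32 in CD11c control and 24.4 ± 17.2 in CD11c CGRP libraries. *Col5a2*, *Col5a3* and *Col6a2* moved in the same directions, with CD11c log2 fold changes of 3.21 ± 0.71, 2.58 ± 0.78 and 3.79 ± 0.90. *Col12a1* was at least 4.53-fold higher with CGRP in CD11c cells. These CD11c calls were fragile. *Col5a3* did not pass with all libraries thinned to the lowest total (adjusted p 0.0640) or in 5 of the 12 fits that left out a library (adjusted p from 0.0797 to 0.155). *Col12a1* did not pass in 5 of those fits (adjusted p from 0.0582 to 0.198) and *Col6a2* in 2 (adjusted p 0.0556 and 0.0550). The fall of *Col6a2* in IAIE cells did not pass with 1 surrogate variable (adjusted p 0.164), in limma-voom (adjusted p 0.157) or in 3 of the fits that left out a library. In limma-voom *Col5a3*, *Col6a1*, *Col6a2* and *Col12a1* did not pass in CD11c cells.

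**Figure D3:**
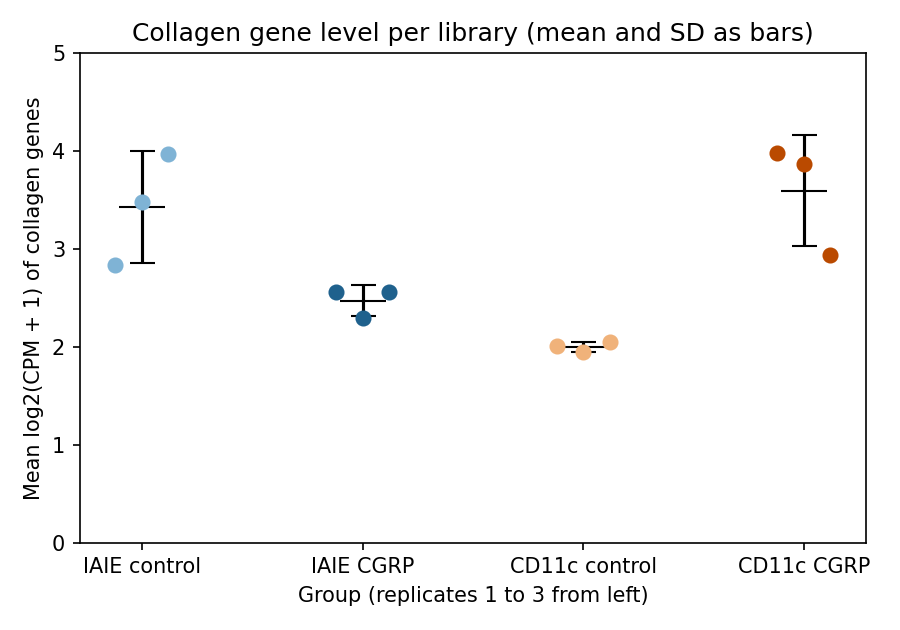
Mean log2(CPM + 1) of the 23 collagen genes in each library (points), with the group mean and SD (bars). CD11c control libraries lie between 1.95 and 2.05 and CD11c CGRP libraries between 2.94 and 3.98, while IAIE control libraries range from 2.84 to 3.97 and IAIE CGRP libraries from 2.29 to 2.56.

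Of 24 sets, 9 passed an adjusted camera p of 0.05 in the IAIE subset, of which 7 held under fry. In the CD11c subset 12 passed and 11 held under fry. With an estimated correlation and the same adjustment, only the study's receptor and chemokine list held in either subset, and the study chose that list on these libraries. At an unadjusted p of 0.05 the estimated correlation left 5 and 7 sets. The interferon response rose in both subsets, with 14 of 14 genes higher and medians of 2.06 in IAIE and 2.28 in CD11c cells (camera adjusted p 7.67e-25 and 9.24e-29). The study's receptor and chemokine list rose with medians of 0.88 and 1.62 (4.34e-09 and 9.56e-18), and its ECM list fell in the IAIE subset (-1.99, 0.00110) and rose in the CD11c subset (2.58, 2.94e-06). MHC class II genes fell (-0.76 and -0.61, camera adjusted p 8.90e-10 and 1.84e-07), as did B cell genes (-1.13 and -2.04, 0.00662 and 3.48e-04) and cell cycle genes (-0.63 and -0.71, 0.0166 and 9.30e-04). NF-kB genes rose slightly (0.30 and 0.36, camera adjusted p 6.06e-04 and 0.00538), with an IAIE median between 0.11 and 0.41 when a library was left out. Early stress genes fell in IAIE cells (-0.41, 2.01e-05) and did not pass in CD11c cells (-0.21, 0.0562), where they passed in 7 of the 12 fits that left out a library and in 4 other fits, so these calls alone do not set the subsets apart. In CD11c cells fibroblast (1.89, 0.00112), chondrocyte (6.09, 0.00112) and mural genes (5.42, 0.00112) rose and dendritic cell genes fell (-0.68, 0.0489). Medians of these lists are fitted values and not bounds. The chondrocyte list had 4 tested genes and was low in CD11c control libraries (mean log2(CPM + 1) from 0.243 to 0.519). The size of its fitted median is therefore uncertain. Fry did not hold the ECM list (0.0547) and cell cycle (0.0634) in IAIE cells and dendritic cell genes (0.0540) in CD11c cells. Leaving out a library moved the CD11c medians to as little as 3.43 for mural and 1.21 for fibroblast genes, and the IAIE median of B cell genes to -0.67. Without IAIE control replicate 2 the B cell list did not pass in the IAIE subset, nor did the cell cycle list without IAIE CGRP replicate 3. In the CD11c subset the NF-kB list did not pass without CD11c CGRP replicate 2, nor the dendritic cell list without CD11c CGRP replicate 1, without IAIE CGRP replicate 3, with the replicate block or after thinning.

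The remaining lists did not pass for either CGRP contrast. The cAMP response had medians of -0.19 and -0.08 (camera adjusted p 0.192 and 0.735), with 3 genes higher and 5 lower past the threshold in each subset. The CGRP receptor list (-0.04 and 0.17), endothelial (0.36 and 0.79), muscle (-0.48 and 0.07), fat (-0.23 and 0.17), neutrophil (-0.05 and -0.72), erythroid (0.70 and 0.66), mast cell (-0.79 and -0.14), lining macrophage (-0.28 and 0.13), macrophage identity (-0.21 and -0.16) and sex-linked genes (0.14 and -0.02) did not pass in either subset. In IAIE cells the fibroblast (-1.05), chondrocyte (-2.61), mural (1.19) and dendritic cell lists (-0.24) did not pass, although the chondrocyte list passed in 8 of the 12 fits that left out a library. The endothelial list passed in CD11c cells in 5 of those fits and under RLE and upper-quartile scaling. In IAIE cells leaving out a library also brought the fibroblast and mast cell lists past the threshold in 2 fits each and the mural and fat cell lists in 1 each, and fat cell genes passed under fry (adjusted p 0.0424).

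The last comparison asked what separates the subsets. Among control libraries 2526 genes passed the threshold, 1220 higher and 1306 lower in CD11c cells, and among CGRP libraries 2012, of which 997 were higher and 1015 lower. A minimum log2 change of 1 left 1322 and 1028. The genes highest in CD11c over IAIE control cells were *Ccl22* (6.27 ± 0.45), *Serpinb9b* (5.81 ± 0.56), *Ccl17* (5.79 ± 0.48), *Itgax* and *Dcstamp* (4.81 ± 0.44). *Col6a3* was at least 64.4-fold lower in CD11c than in IAIE control cells, *Armcx6* at least 14.9-fold and *Fcmr* at least 13.5-fold lower. *Col1a1* (-4.99 ± 0.89) and *Col6a2* (-4.36 ± 0.90) were also lower. *Armcx6* shares 19.3% of its words with another gene, and *Col6a2* and *Col6a3* did not pass in limma-voom. *Col6a3* varied widely among the IAIE control libraries, as given above, so the size of its bound is uncertain. MHC class II (median 1.28) and dendritic cell genes (2.49) were higher in CD11c control cells, and macrophage identity (-1.39) and lining macrophage genes (-1.83) were lower (camera adjusted p from 6.36e-13 to 3.60e-04). In all, 13 sets passed among control libraries, 13 of them under fry and 4 with an estimated correlation and the same adjustment. Among CGRP libraries 13 passed, 11 under fry and 6 with an estimated correlation.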

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

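The tests of library depth, GC content and length, shared words, the subset labels, other cells and other tissue below were chosen only after the collagen result was seen, and the splits of the samples were planned.

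The CGRP effect differed between the subsets, by the interaction term, for 18 genes and for 5 sets. Among the genes named, the interaction on the log2 scale was 6.38 for *Col5a2*, 7.35 for *Col6a1*, 7.05 for *Col6a2*, 12.68 for *Col6a3*, 10.44 for *Thbs4* and 12.50 for *Cilp*, and it was -1.12 for *Slc6a6* and -1.95 for *Serpinb9*. *Col6a3*, *Thbs4* and *Cilp* had a group at the floor, so that their fitted values depend on the prior count. Adjusted camera p-values were 1.05e-22 for the collagen set (median 3.86), 1.05e-22 for the study's ECM list (5.31), 5.42e-09 for fibroblast genes (1.91), 1.47e-10 for chondrocyte genes (8.79) and 9.91e-04 for the study's receptor and chemokine list (0.40). These calls also held under fry, at 0.00953 for collagen, ECM and chondrocyte genes, 0.0411 for fibroblast genes and 0.0241 for the receptor list, and all 5 held with an estimated correlation (adjusted p up to 0.0368). When a library was left out the median ran from 1.33 to 3.34 for fibroblast genes and from 0.26 to 0.50 for the receptor list. The chondrocyte median is a fitted value over 4 tested genes, without a bound. The study picked the ECM and receptor lists on these libraries, and 11 of the 44 collagen genes are in the former. Mural (0.00783) and early stress genes (0.0231) passed camera but not fry (0.312 for both). The interaction p-values of the 17 remaining sets that did not pass camera began at 0.0523.

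Splits of the samples bear on the counts. For CGRP against control, 1 of the 10 splits of the 6 IAIE libraries and 1 of the 10 splits of the 6 CD11c libraries gave as many genes, the real one in each case, and 3 against 3 cannot give a share under 0.1. The same held for CD11c against IAIE cells among control libraries (1 of 10) and among CGRP libraries (1 of 10). Of the latter, 4 splits part all 3 same-numbered pairs, as the real one does, and the other splits part 1 pair; 1 of the 4 gave as many genes. Of 100 splits drawn within the subsets, 4 gave as many interaction genes as the real one, itself included, and 1 gave as many genes changed the same way in both. A camera p for collagen as small as the real one came from 3 of the 10 splits in the IAIE subset and 4 of the 10 in the CD11c subset, so within a subset that p-value is too small to be taken at face value. For the interaction only the real split of the 100 gave a camera p as small. False splits still reached 4.02e-14, so the size of this p-value is not to be taken at face value either. Each false split also put CGRP and control libraries into the same group, which adds the shared CGRP effect to the spread. The 100 splits therefore bear on the absence of any CGRP effect and do not single out the interaction.

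Several technical explanations of the collagen interaction were argued against. With every library thinned to the lowest total, its camera p was 2.13e-26 over the 16 collagen genes still tested. With GC content and length offsets its camera p was 6.78e-23 over 23 genes. Interaction genes numbered 20 after thinning, 16 of them among the 18, and 30 with the offsets, which held all 18. The collagen genes share a median of 0% of their transcript words with another gene, and at most 2%. Swapped subset labels are argued against by *Itgax*, which in 6 of 6 CD11c libraries (at least 107 CPM) lay above each IAIE library (at most 10.7 CPM). If all other cell types had entered the sorted CD11c cells alike, the markers of each should rise. The median of 6 B cell genes instead moved by -2.04 with CGRP while fibroblast genes rose. This cannot decide whether stromal cells alone entered, since their entry would not raise B cell genes. The paper also reports that B cells outside vessels were not detectable in the synovium, so B cell genes are a weak test. B cell genes were low in those libraries, with *Ighm* the most abundant of the 6 (25.3 to 41.6 CPM in CD11c control and 5.34 to 10.6 CPM in CD11c CGRP libraries).

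RNA or cells of other synovial tissue among the sorted cells could not be excluded, and this stays a candidate explanation for the matrix genes. If it were the source, libraries of a group with more collagen should also hold more of the other fibroblast and cartilage markers. Deviations from the group means correlated with a Pearson r of 0.552 over 12 libraries (exact permutation p 0.129, 0.258 adjusted over 4 marker lists; Spearman rho 0.538, exact permutation p 0.166), and r was 0.375 without the 2 libraries farthest from the median. The other lists gave an r of -0.11 for mural, 0.439 for mast cell and 0.299 for B cell markers (exact permutation p 0.946, 0.0602 and 0.514). Without the 2 farthest libraries r was -0.115 for mural, 0.573 for mast cell and 0.425 for B cell markers. The mast cell and B cell values then lay above the 0.375 of the fibroblast and cartilage markers. The 27 markers hold none of the collagens, and 4 listed markers were left out because they were at 10 CPM or more in every library (*Pdpn*, *Gsn*, *Fn1* and *Sparc*). Between groups, fibroblast and chondrocyte genes moved the way the collagens did. Marker levels were uneven between libraries of a group. *Prg4*, *Comp*, *Myh11* and, above, *Ighm* were chosen after their values were seen. *Prg4* was at 1433 CPM in IAIE CGRP replicate 1 and under 3 CPM in the other IAIE CGRP libraries. *Col1a1* was at 670 CPM in IAIE control replicate 2 against 35.1 and 91.8 CPM in the others, *Comp* at 195 CPM in CD11c CGRP replicate 2 against 29.5 and 6.58 CPM, and *Myh11* at 205, 0 and 72.4 CPM over CD11c CGRP replicates 1 to 3. With 3 libraries per group, matrix expression by the macrophages and carried-over stromal RNA cannot be told apart. A subset-specific effect of CGRP, which the design names, stays open and is untested in these libraries beyond the interaction itself. The study also gave mice BIBN4096, which blocks RAMP1 signalling, before immune complex challenges. It reports a partial reduction of MHC class II-positive macrophage clusters and of the collagen around them. That was measured in tissue and not as RNA by subset.

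*Slc6a6* and *Serpinb9* are not matrix genes, and a stromal source was not tested for them. *Slc6a6* is abundant (321 to 673 CPM as group means), and *Serpinb9* shares 4.9% of its transcript words with *Serpinb9b*. *Nfkb1*, chosen after its values were seen, had an interaction of 0.88 ± 0.16 (edgeR adjusted p 0.0180). Of the 18 interaction genes, 16 were among the 20 found after thinning and all were among the 30 found with offsets. This argues against depth and GC content as the whole cause of the count. A subset difference in the CGRP response is a candidate explanation. Of the 18, *Col5a2*, *Col6a1*, *Col6a2*, *Col6a3*, *Cilp*, *Dcn*, *Sparc*, *Fmod* and *Htra1* are on the fibroblast, chondrocyte, ECM or collagen lists. *Thbs4*, *Prelp*, *Serpinf1*, *Fstl1*, *Mgp* and *Lamb2* are on none of these, but had interactions of the same sign. Those not named before were chosen after their values were seen. Only *Slc6a6*, *Serpinb9* and *Nfkb1* remain. For all the others, carried-over stromal RNA stays a candidate as well.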

How the results depend on the processing

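The collagen results kept their direction in the alternatives and in the 12 fits that each left out 1 library. Their p-values within a subset carry little weight, since false splits of the same 6 libraries gave p-values as small. For the interaction no false split did, but such splits reached a camera p of 4.02e-14. A minimum mean of 1 CPM left the collagen set unchanged and tests nothing. Across alternatives the unadjusted p ranged from 2.51e-06 to 0.0417 in the IAIE subset, from 1.01e-08 to 0.0443 in the CD11c subset and from 3.24e-33 to 7.75e-04 for the interaction. The number of collagen genes tested differed between settings. The 0.0443 came from requiring at least 10 counts in every library, which left 5 collagen genes. Across the leave-one-out fits the unadjusted p ranged from 9.23e-07 to 0.00258, from 2.47e-10 to 5.66e-06 and from 1.90e-34 to 1.77e-19. The medians kept their sign, but the IAIE median moved from -1.55 to -0.93 without IAIE control replicate 2 and the CD11c median from 1.99 to 1.24 without CD11c CGRP replicate 1.

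Requiring a log2 change of at least 1 gave 479 genes for CGRP in the IAIE subset, 680 in the CD11c subset, 1322 and 1028 for the subsets among control and CGRP libraries, and 213 higher in both subsets, as a stricter rule must give fewer. The other alternatives left these counts within 1.5 times. Leaving out 1 library gave from 722 (without IAIE CGRP replicate 2) to 1122 genes in the IAIE subset, from 929 to 1377 in the CD11c subset, from 2032 to 2532 and from 1456 to 2104 for the subsets, and from 317 to 374 higher in both. With GC content and length offsets, chosen after seeing the data, 45.6% of CD11c calls were higher with CGRP, against 57.8%; the cause was not tested.

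The interaction count of 18 was the least stable. It was 171 with every gene of at least 1 count, 5 with at least 10 counts in every library, 36 with the replicate block, 52 with the explant replicate block, 82 in DESeq2, 2 in limma-voom, 42 at an adjusted p under 0.1 and 30 with the offsets. The 18 genes were all among those called with every gene, both blocks, DESeq2 and the offsets. The looser threshold gives more by construction, and otherwise the cause was not tested. From 6 (without CD11c control replicate 3, and likewise without IAIE CGRP replicate 2) to 29 genes (without CD11c CGRP replicate 2) passed across the 12 leave-one-out fits. The median interaction of all genes was 0.13 in DESeq2, which took 26543 genes; edgeR over the same number of genes gave 0.05.

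Pairing of the CGRP libraries also bears on the lists. With the explant replicate block the interaction passed for the interferon response (adjusted p 0.00118, against 0.0563), mast cell (0.00392, against 0.0523) and lining macrophage lists (0.00911, against 0.0523). With the replicate block alone it also passed for the B cell and dendritic cell lists (0.0417 each), and the fat cell (adipocyte) list passed among CGRP libraries (0.0409). It changed no other call of a list for the interaction or among CGRP libraries. The replicate number does not pair control with CGRP libraries, where correlations of deviations were 0.05, -0.011 and -0.024 in the IAIE and 0.203, 0.119 and -0.005 in the CD11c subset, nor the subsets among controls (0.036, 0.028 and -0.044). With the block there, 1204 and 1423 genes passed for CGRP and 2596 for the subsets.

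For 76 gene results, 951 values under alternatives held 903 with the same direction and side of the threshold, 37 weaker, 9 stronger and 2 reversed. The reversed values, with 1 surrogate variable, were 0.11 for *Calcrl* in the CD11c subset and 0.04 for *Itgax* in the IAIE subset. Leaving out a library gave 32 weaker, 3 stronger and 7 reversed values among 912, many of which come from fits that dropped a library outside the groups compared and could hardly change. *Calcrl* ranged from -0.21 to 0.11 in the CD11c and from -0.34 to 0.057 in the IAIE subset, and *Itgax* from -0.74 to 0.42 in the IAIE subset. None of these 3 passed the threshold in any fit (adjusted p from 0.432).

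At this depth, 3 counts correspond to 0.534 to 1.34 CPM, so folds are bounds where a group lay at that floor. This held for 2 of the 23 collagen genes in the IAIE contrast and for 2 in the CD11c contrast. Setting such genes to their bound moved the collagen median from -1.55 to -1.30 in the IAIE subset and left it at 1.99 in the CD11c subset.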

Other observations

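The hypoxia list and its test were chosen after the result was seen, while thinning and offsets for it and for the interferon list were chosen before those values were seen.

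Genes that respond to low oxygen and genes of glycolysis were higher with CGRP in both subsets. To test this beyond the genes in which it was noticed, the 27 tested list members not looked at before were taken alone. Of these, 26 were higher in IAIE cells (median 1.22) and 25 in CD11c cells (median 1.15), with fry p-values of at most 3.77e-07. Over all 35 tested members the medians were 1.42 and 1.27, with no shift in the interaction (-0.07, camera p 0.811). After thinning the larger camera p of the subsets was 2.59e-50 over all members and 2.975e-29 over the 27 alone. With GC content and length offsets it was 7.20e-56 and 7.567e-33. This argues against depth, GC content and transcript length as the whole cause. With an estimated correlation the larger camera p of the 27 was 8.945e-05. A hypoxia-like programme in the CGRP explants may therefore be present. Whether CGRP or the oxygen supply or handling of those explants brought it on cannot be learned from these libraries, since the labels give no culture batch or day. The titles of the control libraries say only Healthy and not how those explants were kept. *Vegfa*, chosen after its values were seen, rose from 260 ± 43.2 to 792 ± 2.48 CPM in IAIE cells.

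The interferon list rose in 14 of 14 genes in both subsets, 13 past the threshold in each. Its larger camera p was 6.15e-26 after thinning and 7.62e-26 with the offsets, which argues against depth, GC content and transcript length as the whole cause. A response to CGRP and a response to conditions of the explants both stay open, and no biological explanation was tested.

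*Ddx3y* and *Xist* were chosen after their values were seen. The sex-linked list showed male libraries throughout by its levels, with *Ddx3y* between 69.4 and 118 CPM and *Xist* at most at 3.72 CPM.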
